A study of Arabidopsis thaliana with 12 samples. Its data were reported in "Ozone responses in Arabidopsis: beyond stomatal conductance" (2021).

How the data were processed

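RNA sequencing (RNA-seq) was analysed for whole rosettes of the Arabidopsis accessions Shahdara (Sha) and Cvi-0 (Cvi), harvested after clean air (CA) or after 350 nL L-1 ozone (O3) for 2 h. The labels put 12 libraries into 4 groups (Sha in CA, Sha in O3, Cvi in CA, Cvi in O3) with 3 replicates each. Every library was made from 4 pooled rosettes of plants aged 3 weeks. Replicate numbers were taken from the Roman numerals in the sample titles, which are shared by the 4 groups.

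The deposited table holds estimated counts per gene, which the authors made from their reads. According to the methods, reads were trimmed with Trimmomatic and assigned to the AtRTD2 transcript set with kallisto, a pseudoaligner that shares a read among the transcripts it could come from. The estimates were averaged over bootstrap runs, and the table gives 1 row per gene locus. AtRTD2 is built on the genome of a different accession, Col-0, so reads of Sha or Cvi that differ from that reference can be lost or placed on a related gene, and differences between accessions at 1 gene can carry that effect. The library kit named in the methods is a stranded one. How transcripts were summed to genes and whether strand was used in assigning reads is not stated there, so values of genes that overlap another gene are uncertain. In the table, 69.46% of the values were not whole numbers, and all were rounded to whole counts here. No normalisation had been applied by the authors to these estimated counts. A further 6 columns of the table belong to no sample analysed here and were not used in any step.

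The table lists 34212 loci, of which 33437 were matched by locus to the RefSeq annotation of the TAIR10.1 assembly. Symbols, gene types and coordinates come from that annotation. Loci without a count in any of the 12 libraries (5663) were removed and 28549 genes were tested. Total counts ranged from 10794727 to 33572001 per library. A gene was treated as at the floor in a group when each of its libraries held at most 3 counts. A fold change against such a group is given as a lower bound, computed against 3 counts per library. Floors cover counting error only, since PCR copies were not distinguished from separate molecules.

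Differential expression was tested with edgeR 4.0.16 in R 4.3.3, with TMM normalisation and the likelihood-ratio test as in the methods of the study, and a negative binomial model with 1 mean per group fitted to the 12 libraries together. The minimum change was a fold change of 1.2 (glmTreat), and genes with a Benjamini-Hochberg false discovery rate (FDR) of at most 0.05 are called. The text of the study prints this threshold as a log2 value, so the main counts here do not follow its wording. The fold reading was chosen before the data were examined, because genes listed in its supplement have smaller log2 changes than the printed limit and carry the output columns of glmTreat. The reading as a log2 value was run as an alternative. Contrasts were O3 against CA in each accession, the difference between these responses (Cvi response minus Sha response on the log2 scale, an interaction term), and Cvi against Sha in each treatment. Standard errors (SE) of log2 fold changes come from the information of the fitted model. CPM values are counts scaled by the TMM-adjusted library sizes. Correlations and principal components use the 19107 genes with a mean of at least 1 CPM.

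Gene lists for 6 processes named in the study (152 genes, 3 named transcription factors included) were written before the data were examined. The lists were tested with camera in limma 3.58.1, two-sided, with an inter-gene correlation of 0.01, and adjusted by Benjamini-Hochberg over 18 tests (6 lists, 3 contrasts). This test compares the genes of a list with all other genes. Its p-values therefore do not test whether the printed mean of a list differs from 0. Genes named in the text follow a rule that was also fixed before the data were examined. For each O3 response these are the 4 largest increases and 4 largest decreases among called genes with a mean of at least 1 CPM over the libraries of the accession, at least 10 counts on average in the higher group, and no overlap between the O3 and CA libraries. For the difference in response and for the accession difference in CA, the 3 most positive and 3 most negative were taken under the same limits, with the mean taken over the 12 libraries. For the difference in response, the 2 accessions also had to respond in opposite directions or 1 of them not be called. The named transcription factors, MPK12 and the gene with the largest change in each list in each accession were added. Size was ranked by the fitted log2 fold change, which against a group at the floor can order genes otherwise than the lower bounds do. Each named gene was compared by blastn 2.17.0 with the other annotated transcripts, and copies with at least 90% identity over at least 50% of its length are named.

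The models were tested on simulated counts for 26638 genes, drawn with the mean of each gene in the CA libraries and its dispersion over the 12 libraries. Of 200 genes raised or lowered 2-fold or 4-fold in O3 in each accession, the likelihood-ratio test recovered 79.0% in Sha and 83.0% in Cvi, and 10.0% and 13.5% of all its calls were false. The quasi-likelihood test of edgeR recovered 73.5% and 74.5% with 5.1% and 8.0% false calls, and DESeq2 recovered 70.5% and 70.0% with 2.1% and 4.8%. The likelihood-ratio test therefore let through more false calls than its nominal FDR in that simulation. The changed genes were drawn from genes with high counts, and 34 genes of the proteasome list were also raised 1.5-fold in Sha in O3. Far fewer genes were changed there than were called in the data (34.5% in Sha and 47.5% in Cvi). The recovered and false shares therefore need not hold for the data.

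Alternatives were the quasi-likelihood F-test, DESeq2 1.42.0, no fold threshold, a log2 threshold of 1.2, DESeq2 size factors, the filterByExpr filter, fits restricted to the groups compared, the replicate number as a block, and each library left out in turn. One further alternative, without chloroplast, mitochondrial and ribosomal RNA genes, was chosen after seeing the data. Whether the numbers pair libraries was checked by correlating, across genes, the deviations of same-numbered libraries from their group means. Exact permutation tests were run with SciPy 1.17.1 and figures drawn with matplotlib 3.10.9.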

Results

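Transcript levels were measured by RNA-seq in rosettes of Sha and Cvi, accessions of Arabidopsis that the study treats as O3-sensitive, after 2 h in CA or in 350 nL L-1 O3. Each of the 4 groups had 3 replicate libraries. Total estimated counts ranged from 10794727 to 27895725 in Sha in CA and from 12871327 to 25158603 in Sha in O3. They ranged from 23774431 to 33572001 in Cvi in CA and from 21699964 to 31565711 in Cvi in O3, so the Cvi libraries were on average deeper. A floor of 3 counts corresponded to 0.278 CPM in the smallest library, Sha in CA replicate 1. This floor value was scaled by the total count alone, without the TMM adjustment used for the other CPM values. Replicates were separate pools of plants and so differed by more than counting noise, with a chi-square statistic of their counts per degree of freedom between 14.98 and 80.7 within groups.

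The 10 most abundant genes took 9.38 ± 0.710% of the counts in Sha in CA and 5.48 ± 0.223% in Sha in O3 (SD, n = 3). In Cvi these shares were 9.50 ± 0.373% and 4.84 ± 0.0974% (SD, n = 3). All CA libraries lay above all O3 libraries in both accessions, and the two-sided exact permutation test within each accession gave p = 0.1, the smallest value that 3 against 3 libraries allow. Chloroplast-encoded genes took 0.742 ± 0.423% of the counts in the 6 Sha libraries and 0.169 ± 0.115% in the 6 Cvi libraries (mean ± SD). The difference had p = 0.00649 in a two-sided exact permutation test and an adjusted p of 0.00649 over 3 such tests. No sequencing batch is named in the labels, so a batch that coincides with accession cannot be told apart from accession here.

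The first question was how far treatment and accession separated the transcriptomes. The first principal component held 58.5% of the variance and parted O3 from CA libraries, while the second held 30.5% and parted the accessions. On components 3 and 4 (4.1% and 2.7%), replicate 2 of Sha lay apart from replicates 1 and 3 in both treatments. The median SD of log2 CPM between replicates was 0.223 in Sha in CA, 0.254 in Sha in O3, 0.144 in Cvi in CA and 0.155 in Cvi in O3 (19107 genes).

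**Figure D1:**
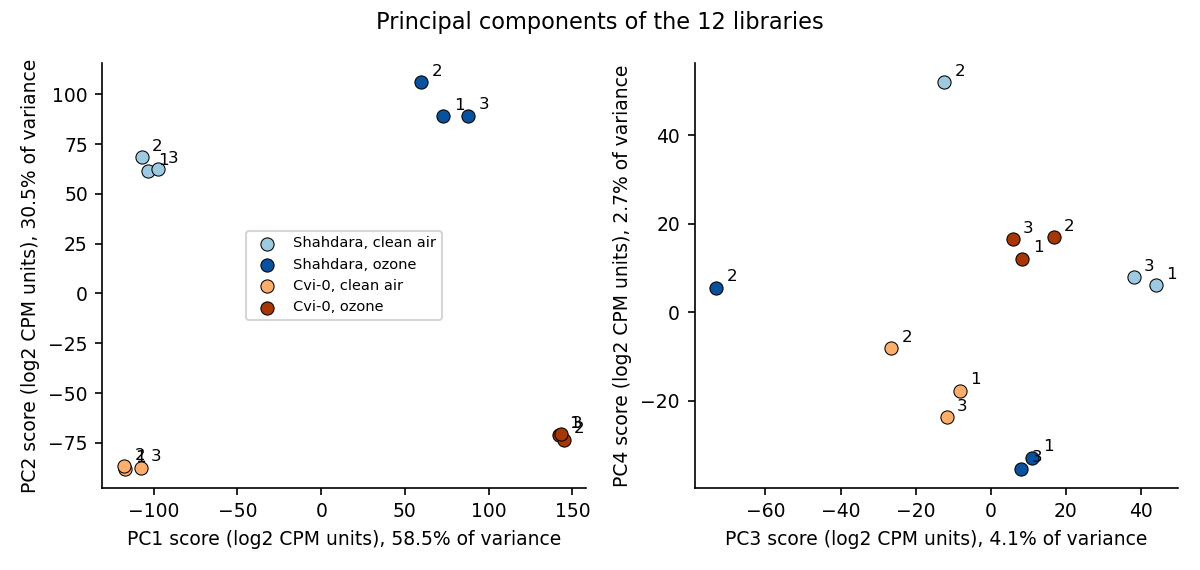
Scores of the 12 libraries on principal components 1 to 4 of log2 CPM over 19107 genes, with colours for the 4 groups and numbers for the replicates. CA and O3 separate along component 1 (58.5% of variance), the accessions along component 2 (30.5%), and Sha replicate 2 stands apart on components 3 and 4.

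Next, the O3 response within each accession was examined. In Sha, 5105 genes were higher and 4744 lower in O3 than in CA, together 34.5% of the 28549 genes tested (edgeR likelihood-ratio test against a 1.2-fold change, FDR of at most 0.05). The alternative that moved these counts most was a log2 fold change of at least 1.2 in place of a 1.2-fold change, which gave 3234 higher and 2177 lower. Same-numbered Sha libraries of the 2 treatments deviated together from their group means, with a mean correlation across genes of 0.44 against -0.20 for libraries with different numbers. Deviations from a group mean sum to 0, so the second value is tied to the first and is no separate baseline. With a replicate block in the model, 5289 genes were higher and 5022 lower in Sha, and 99.5% of the genes called without the block were called in the same direction with it. In Cvi, 6948 genes were higher and 6626 lower, together 47.5% of the genes tested. With a log2 fold change of at least 1.2 these counts were 5098 and 3139. More genes were therefore called in Cvi than in Sha in both directions, at the greater depth and the smaller replicate spread of the Cvi libraries.

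Ranked by the fitted log2 fold change, the largest increases in Sha were in genes without any count in CA. CYP82C3 (AT4G31950, protein-coding, TAIR10.1 chromosome 4, 15455083 to 15457121) rose from 0 CPM to 48.9 ± 32.3 CPM (SD, n = 3), at least 247-fold. The gene has 2 copies in the annotation with at least 90% identity, the closest being AT4G31970 at 90.6%, so part of its count could have been exchanged with them. AT5G38650 (chromosome 5, 15470961 to 15472815) reached 20.3 ± 9.76 CPM, at least 102-fold, and AT5G44567 (chromosome 5, 17953282 to 17954554) reached 17.0 ± 10.1 CPM, at least 85.9-fold. AT3G21305 (chromosome 3, 7492980 to 7493434) reached 13.3 ± 2.67 CPM, at least 67.4-fold. The last of these lies on the opposite strand within the transcript of AT3G21300, and AT5G38650 overlaps AT5G38660, so the 2 values are uncertain. Each of these 4 genes was also called higher in Cvi, where AT3G21305 reached 30.8 ± 5.55 CPM, at least 271-fold over CA. The lower bounds do not fix the order in Sha: DOGT1 (AT2G36800), off the floor in CA, rose there by 8.27 on the log2 scale (SE 0.753).

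The largest fitted decreases in Sha were in AT5G38100, AT1G48750, SAUR20 and DOT3. AT5G38100 (chromosome 5, 15199489 to 15201197) fell from 6.23 ± 0.447 to 0.0743 ± 0.0755 CPM (SD, n = 3), a log2 fold change of -6.08 (SE 0.709, edgeR adjusted p = 2.74e-32). AT1G48750 (chromosome 1, 18035967 to 18036510) fell from 3.26 ± 1.11 CPM to the floor, at least 19.2-fold, and its transcript is contained in that of AT1G48760 on the opposite strand. SAUR20 (AT5G18020, chromosome 5, 5966183 to 5966785) had a log2 fold change of -5.39 (SE 0.546) in Sha and -5.41 (SE 0.528) in Cvi, and shares 90.6% identity with AT5G18080. DOT3 (AT5G10250, chromosome 5, 3216881 to 3219436) had -5.13 (SE 0.496) in Sha and -4.33 (SE 0.546) in Cvi.

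In Cvi the largest fitted increases again started from the floor. AT1G13480 (chromosome 1, 4622550 to 4624081) had no count in CA and 122.6 ± 7.92 CPM in O3 (SD, n = 3), at least 1080-fold. In Sha it rose from 0.258 ± 0.225 to 13.9 ± 10.3 CPM. PP2-B6 (AT2G02310, chromosome 2, 608586 to 610283) reached 40.8 ± 6.57 CPM in Cvi, at least 359-fold, and AT2G14290 (chromosome 2, 6057288 to 6058620) reached 31.7 ± 0.802 CPM, at least 279-fold. By lower bounds the order differs, since CYP82C3 rose at least 965-fold and AT5G41730 at least 439-fold in Cvi. The largest fitted decreases in Cvi ended at the floor in O3. AT1G53875 (chromosome 1, 20114920 to 20115845) fell at least 15.3-fold and AT1G09900 (chromosome 1, 3218133 to 3219929) at least 48.4-fold. AT3G24750 (chromosome 3, 9035980 to 9037785) fell at least 22.1-fold and AT5G05840 (chromosome 5, 1757065 to 1760666) at least 50.1-fold. These bounds do not fix the order. Off the floor in Cvi, SAUR20 had a log2 fold change of -5.41 (SE 0.528) and SAG29 (AT5G13170) had -5.42 (SE 0.953). AT1G53875 is identical to AT1G53900 over 76.1% of its transcript, and AT3G24750 and AT5G05840 each overlap a gene on the opposite strand.

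The lists of the 2 accessions were then compared. O3 raised 4329 genes in both accessions, 776 in Sha only and 2619 in Cvi only. It lowered 4030 genes in both, 714 in Sha only and 2596 in Cvi only. With the replicate block, these counts were 4456, 833 and 2569 for higher and 4278, 744 and 2564 for lower, at the correlations of same-numbered libraries of 0.44 in Sha and -0.001 in Cvi. A gene called in 1 accession only was not thereby shown to differ between them. Of the genes higher in Sha only, 20.4% passed the test of the difference between responses, and of those higher in Cvi only, 21.6% did. For lower expression these shares were 16.0% and 13.9%. Called changes in opposite directions were rare: 25 genes were higher in Sha and lower in Cvi, and 39 the reverse.

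**Figure D2:**
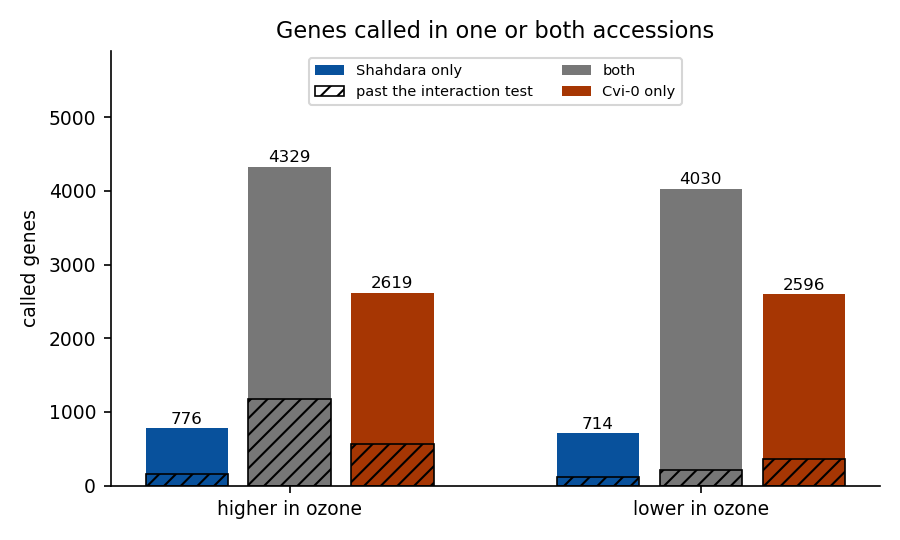
Bars give the number of genes called higher or lower in O3 in Sha only, in both accessions or in Cvi only; the hatched part of each bar is the genes that also passed the test of the difference between responses. Of the genes higher in both, 1170 of 4329 passed that test, against 212 of the 4030 genes lower in both.

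Whether the response itself differed was tested with the interaction term. The log2 response was larger (more positive) in Cvi than in Sha for 1806 genes and smaller (more negative) for 742. Among the alternatives with all 12 libraries the second count was lowest with DESeq2, at 1528 larger and 323 smaller responses, and highest with a replicate block of its own for each accession, at 2418 and 1356. With a shared replicate block the counts were 2043 and 930. Same-numbered libraries correlated at 0.44 in Sha and -0.001 in Cvi. Among the 1806 genes, 1130 were called higher in both accessions and 528 were called in Cvi only. Among the 742 genes, 335 were called in Cvi only, 195 were called lower in both and 133 were called in Sha only. Of the 742, 40 were called higher in Cvi, so smaller means more negative here and not weaker. Over the 12714 genes called in either accession with a mean of at least 1 CPM, the log2 fold changes correlated across genes with a Pearson r of 0.885 and a Spearman rho of 0.883, and 94.1% had the same sign in both. The slope of Cvi on Sha by total least squares was 1.44. Genes are not independent replicates, so no p-value is given. The median log2 fold change of the genes higher in both accessions was 1.63 in Sha and 2.24 in Cvi, and for genes lower in both it was -1.16 and -1.30.

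**Figure D3:**
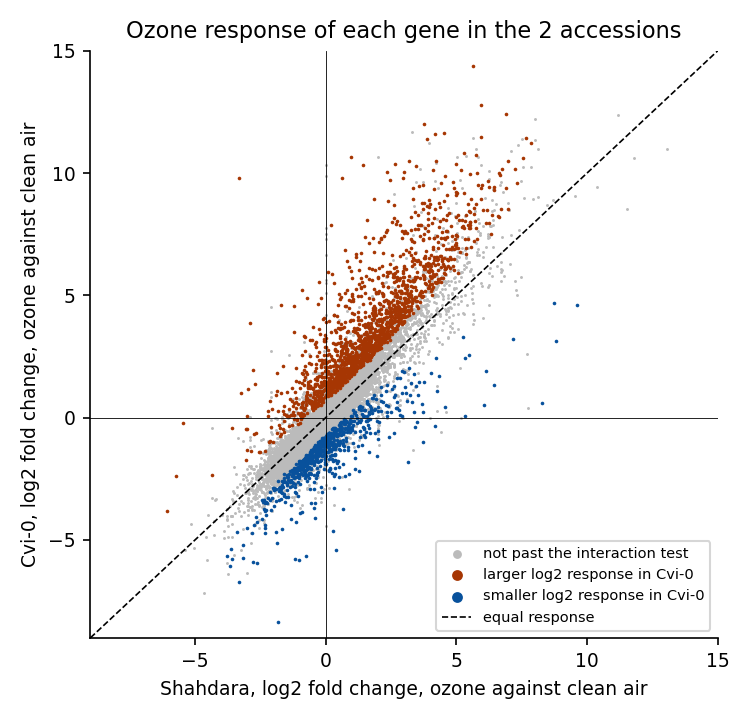
Each point is a gene with a mean of at least 1 CPM, placed by its log2 fold change (O3 against CA) in Sha (horizontal) and Cvi (vertical); coloured points passed the test of the difference and the dashed line marks equal responses. The points lie along a line steeper than the dashed one (total least squares slope 1.44, Pearson r 0.876, 19107 genes), and more coloured points lie above the dashed line than below.

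Genes with opposite responses, or a call in 1 accession only, and the largest fitted differences were AT1G30750, AT5G41730 and AT2G17660 on the positive side. AT5G41730 (chromosome 5, 16684606 to 16687706) rose in Cvi from the floor to 49.9 ± 7.95 CPM (SD, n = 3), at least 439-fold, and in Sha changed from 0.380 ± 0.200 to 0.759 ± 0.187 CPM (log2 fold change 0.97, SE 0.435, edgeR adjusted p = 0.0814). AT2G17660 (chromosome 2, 7673145 to 7673712) rose in Cvi to 5.13 ± 0.130 CPM, at least 45.1-fold, against 0.62 (SE 0.50) on the log2 scale in Sha. Both overlap another annotated gene, AT5G06185 and AT2G17650, so their values are uncertain. AT1G30750 (chromosome 1, 10904775 to 10905724) was at the floor in both Sha groups and reached 5.06 ± 3.15 CPM in Cvi in O3. Without Sha in CA replicate 3, the call of its difference was lost. On the negative side, DOGT1 (AT2G36800, chromosome 2, 15423172 to 15425129) rose in Sha from 0.151 ± 0.262 to 33.7 ± 6.89 CPM, while Cvi had 21.8 ± 8.15 CPM in CA and 33.0 ± 15.3 CPM in O3. Its difference in log2 response was -7.67 (SE 0.864, edgeR adjusted p = 1.17e-18). The size is uncertain: only replicate 1 of Sha in CA held counts of DOGT1, and without that library the difference was -11.98. DOGT1 shares 90.9% identity with the neighbouring AT2G36790, so reads could have been exchanged between them. AT1G09900 fell from 13.3 ± 7.04 to 3.76 ± 3.18 CPM in Sha, which was not called (edgeR adjusted p = 0.0747) but was with the replicate block (-2.15 on the log2 scale, adjusted p = 0.000102), and from 6.49 ± 2.42 CPM to the floor in Cvi. SAG29 (AT5G13170, chromosome 5, 4181042 to 4183354) fell in Cvi from 18.1 ± 5.15 to 0.419 ± 0.153 CPM and in Sha went from 2.70 ± 1.25 to 3.604 ± 5.39 CPM, where the SD exceeded the mean in O3. Without Sha in O3 replicate 1, SAG29 fell in Sha too, by 2.26 on the log2 scale.

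Accessions were also compared within each treatment. In CA, 2523 genes were higher and 2649 lower in Cvi than in Sha, and in O3 these counts were 5285 and 3958. With a replicate block the counts in CA were 2831 and 2890, where same-numbered libraries of the accessions correlated at 0.276. DESeq2 gave the lowest counts in CA, 1563 and 1818. The same direction was called in both treatments for 3333 genes and opposite directions for 217, and 5693 genes were called in O3 only. A call in O3 only does not show that the accession difference changed with treatment. The test of that change is the interaction term, which called 2548 genes. The largest fitted differences in CA were between expression and its absence in the table. AT5G42530 (chromosome 5, 17004738 to 17005510) had 1039 ± 294.6 CPM in Cvi in CA (SD, n = 3) and no count in Sha, at least 5260-fold. AT1G66100 (chromosome 1, 24605538 to 24606722) and AT5G45095 (chromosome 5, 18207363 to 18209052) had 88.8 ± 34.8 and 47.3 ± 2.08 CPM in Cvi and no count in Sha, and AT1G66100 overlaps AT1G08813. In the other direction, the pseudogenes AT2G04290 (chromosome 2, 1485408 to 1490783), AT3G42820 (chromosome 3, 14921037 to 14927032) and AT2G26630 (chromosome 2, 11327493 to 11328727) had 49.8 ± 12.8, 21.5 ± 7.44 and 20.8 ± 2.33 CPM in Sha in CA and no count in Cvi in CA. Reads of both accessions had been assigned to Col-0 transcripts, so a missing count can also stand for sequence that differs from the reference.

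Gene lists for processes discussed in the study were compared as sets, each against all other genes. All 41 photosystem and light-harvesting genes were called lower in O3 in both accessions. Their mean log2 fold change was -1.67 ± 0.344 in Sha and -1.43 ± 0.386 in Cvi (SD over genes), with camera adjusted p = 1.29e-23 and 8.24e-14, and with the replicate block -1.69 (2.63e-19) and -1.44 (1.64e-12). The mean difference between accessions was 0.246 (adjusted p = 0.0128; with the block 0.249 and 0.00225), while 0 of the 41 genes were called for it, over all genes or over the list, and 0 had an unadjusted p under 0.05. LHCB2.3 (AT3G27690, chromosome 3, 10255906 to 10257489) had the largest change, from 1888 ± 101.8 to 231.5 ± 71.5 CPM in Sha and from 3030 ± 472.7 to 519.1 ± 30.2 CPM in Cvi (SD, n = 3). The gene overlaps AT3G27700 on the opposite strand, so its value is uncertain.

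The 29 markers of salicylic acid, jasmonic acid and ethylene signalling rose by a mean of 2.37 ± 1.77 in Sha and 3.88 ± 2.63 in Cvi on the log2 scale (SD over genes; camera adjusted p = 5.01e-10 and 6.47e-12, with the replicate block 1.51e-07 and 3.81e-09). In Sha 22 of them were called higher over all genes and 23 when adjusted over the list, and in Cvi 27 by either, while 1 gene was called lower in each accession. The mean difference was 1.51 (adjusted p = 1.12e-11, with the block 1.60 and 2.17e-08), and 15 genes were called for it over all genes and 19 over the list. ERF6 (AT4G17490, chromosome 4, 9752824 to 9754161) had the largest change in Sha, a log2 fold change of 5.19 (SE 0.588) against 5.76 (SE 0.550) in Cvi. ACS7 (AT4G26200, chromosome 4, 13275200 to 13277188) had the largest fitted change in Cvi, from the floor to 10.1 ± 4.04 CPM, at least 88.5-fold, against 3.92 (SE 0.551) on the log2 scale in Sha. That bound does not show ACS7 to be the largest, since EDS5 rose by 8.2 on the log2 scale in Cvi (3.198 to 940.1 CPM).

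Flavonoid biosynthesis genes had a mean log2 fold change of -1.25 ± 1.19 in Sha and -1.47 ± 1.09 in Cvi over 16 genes (SD; camera adjusted p = 0.00168 and 0.00233, with the replicate block 0.00188 in both). In each accession 10 of them were called lower over all genes, and adjusted over the list 10 in Sha and 12 in Cvi. The difference of -0.22 did not pass (adjusted p = 0.365). MYB11 (AT3G62610, chromosome 3, 23154630 to 23156585) had the largest fitted change and fell to the floor in both, at least 7.89-fold in Sha and at least 6.53-fold in Cvi. In Cvi that bound does not show it to be the largest, since CHS had a log2 fold change of -2.85 (163.2 to 22.67 CPM). MYB11 overlaps AT3G62615 and CAT2, named next, overlaps AT4G35080, both on the opposite strand. Over 11 hydrogen peroxide scavenging genes the mean was -0.32 ± 1.13 in Sha and -0.24 ± 1.25 in Cvi (adjusted p = 0.112 and 0.314, with the block 0.155 and 0.336), with 6 genes called lower in each, 1 called higher in Sha and 2 called higher in Cvi. CAT2 (AT4G35090, chromosome 4, 16700312 to 16703504) fell by 2.11 (SE 0.320) in Sha and by 2.55 (SE 0.320) in Cvi on the log2 scale.

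For 17 genes of stomatal regulation the mean log2 fold change was 0.42 ± 0.908 in Sha and 0.55 ± 1.55 in Cvi, and neither passed (adjusted p = 0.0791 and 0.215, with the replicate block 0.0553 and 0.202). In Sha 7 of them were called higher and 2 lower over all genes (8 and 2 over the list), and in Cvi 7 and 4 by either. The mean difference of 0.13 did not pass (adjusted p = 0.564, with the block 0.14 and 0.566). The response was called more positive in Cvi for 3 genes and more negative for 1 (4 and 2 over the list). RBOHD (AT5G47910, chromosome 5, 19397041 to 19402061) rose from 74.3 ± 14.2 to 309.7 ± 57.2 CPM in Sha and from 68.4 ± 4.09 to 795.7 ± 29.3 CPM in Cvi (SD, n = 3). Its log2 response was larger in Cvi by 1.48 (SE 0.283, edgeR adjusted p = 7.08e-05). MPK12 (AT2G46070, chromosome 2, 18945937 to 18948067) did not change detectably, with -0.19 (SE 0.229) in Sha and -0.04 (SE 0.221) in Cvi. The 35 proteasome subunits rose by a mean of 0.38 ± 0.331 in Sha (camera adjusted p = 0.000854, with the block 5.29e-05) and 0.19 ± 0.356 in Cvi (0.260, with the block 0.139). The difference of -0.19 passed (adjusted p = 0.00297, with the block 0.00188), while 1 gene was called for it over all genes and 0 over the list, with 2 at an unadjusted p under 0.05. RPT3 (AT5G58290, chromosome 5, 23569052 to 23571854) changed most, by 1.24 (SE 0.172) in Sha and 1.13 (SE 0.171) in Cvi, and overlaps AT5G58300.

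Of the 18 tests of gene lists, 10 passed with an inter-gene correlation of 0.01, and with that correlation estimated from the data 0 passed (smallest adjusted p = 0.284), while 2 had an unadjusted p under 0.05. The calls of single genes do not rest on that setting.

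**Figure D4:**
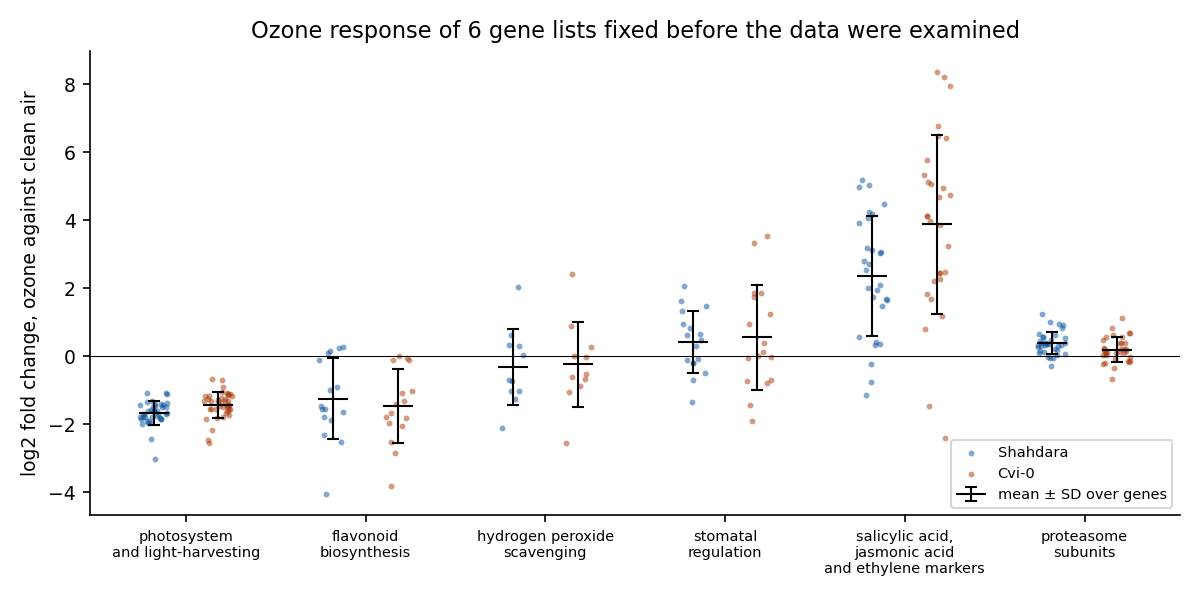
Log2 fold changes (O3 against CA) of each gene in 6 lists, with blue points for Sha, red-brown points for Cvi, and black bars for the mean ± SD over genes. All 41 photosystem and light-harvesting genes lie below 0 in both accessions, and the hormone markers average 2.37 in Sha and 3.88 in Cvi.

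Transcription factors that the study singled out for Sha were called higher in O3 in both accessions. WRKY38 (AT5G22570, chromosome 5, 7495455 to 7496990) had a log2 fold change of 3.00 (SE 0.395) in Sha and 2.81 (SE 0.572) in Cvi, from CA levels of 1.42 ± 0.642 and 0.144 ± 0.0941 CPM (SD, n = 3). The ANAC004 gene, NAC004 (AT1G02230, chromosome 1, 434965 to 436922), had 3.22 (SE 0.445) and 2.76 (SE 0.466). For neither was a difference between responses called (edgeR adjusted p = 1.00 and 0.880). The differences were -0.19 (SE 0.695) and -0.47 (SE 0.644) on the log2 scale, errors too wide to show equal responses. In O3, WRKY38 reached 11.69 ± 2.69 CPM in Sha and 1.05 ± 0.456 CPM in Cvi. NAC004 reached 21.08 ± 14.67 and 5.10 ± 1.80 CPM. The ANAC068 gene, NTM1 (AT4G01540, chromosome 4, 670483 to 672789), rose by 2.84 (SE 0.274) in Sha and 1.63 (SE 0.269) in Cvi, a difference of -1.20 (SE 0.384, edgeR adjusted p = 0.0408) that was not called by the quasi-likelihood test (adjusted p = 0.0757). NTM1 shares 96.0% identity with AT4G01520 over 53.2% of its length, so its counts could include reads of that gene.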

Values the study reported

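The study reported 5,243 genes with higher and 4,041 genes with lower transcript levels after O3 in Sha. In Cvi it reported 5,099 genes with higher and 6,796 genes with lower transcript levels. Among transcription factors, it described WRKY38 and a pair of NAC genes as strongly raised by O3 in Sha only, with a log2 fold change above 3.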

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

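Of the tests in this part, the regroupings that swap the same replicate numbers in both treatments, the view of regroupings with at most 1 called gene and the slope over all 19107 expressed genes were chosen after the result was seen. Each result here was picked out because the O3 response differed between Sha and Cvi by a test of the difference itself (edgeR interaction term, or camera for gene lists).

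The log2 response was larger (more positive) in Cvi than in Sha for 1806 genes and smaller (more negative, not weaker) for 742. Several explanations were tested. If library depth were the cause, fewer than 0.5 of these genes should stay called after all 12 libraries were thinned to the lowest total; the share kept was 0.779 (1986 of 2548 genes). Without the 4 libraries of replicate 2, the share kept with the same direction was 0.772 (1968 genes). If divergence from the Col-0 reference transcripts were the cause, at least 0.5 of the genes should also differ between accessions in CA; the share was 0.345, against 18.1% of all genes tested. The thresholds were set in advance and each was missed. Depth and replicate 2 therefore do not account for most of the genes, and each may still account for some. The share for divergence decides less, since reads lost alike in both treatments cancel in the difference between responses and a gene silent in CA need not differ there.

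Regrouping the libraries gave a less clear answer. Random swaps of accession labels had been planned; in their place all 32 regroupings that part same-numbered libraries were fitted. As many genes were called for the difference in 5 of the 32, the real grouping included, with a highest count of 10864. That highest count came from swapping every accession label in 1 treatment, which moves the accession difference itself into the interaction term. When the same replicate numbers were swapped in both treatments, which avoids this, 1 of 4 regroupings (the real one) gave as many genes. The other 3 gave 0 genes, with 250 to 341 at an unadjusted p under 0.05 against 5429 in the real grouping. These low counts are no evidence for the real grouping: a swapped group holds libraries of both accessions, so the accession difference counts as replicate noise there, and fewer than 5% of the 28549 genes tested had such a p. With 4 regroupings the share cannot fall under 0.25. The likelihood-ratio test also let through 9.6% false calls for this contrast in simulated data, where few genes were changed.

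More genes were called in Cvi than in Sha, by 3725. Thinning the Cvi libraries to the depth of the same-numbered Sha libraries removed a share of 0.178 of that gap, and leaving out replicate 2 removed 0.06. Thinning all 12 libraries to the lowest total removed 0.223 of it. The total least squares slope of the Cvi on the Sha log2 fold changes, over the 15000 genes called in either, was 1.557, above the 1.1 set in advance for a larger response in Cvi. Those genes were chosen by their calls, of which more were in Cvi only than in Sha only; over all 19107 genes with a mean of at least 1 CPM, called or not, the slope was 1.442. Genes called higher in both accessions changed more in Cvi in 80.6% of cases, and genes called lower in both did so in 63.7%. A larger response in Cvi is a candidate explanation of the gap, and depth is a partial one. The study describes high stomatal conductance and raised O3 uptake in Cvi, so equal O3 in the air need not be an equal dose in the leaf. Uptake is not known for these libraries, so a larger dose and a larger response to the same dose cannot be told apart. A batch that coincides with accession is left open too. Both limits also hold for the genes called for the difference between responses. The model gives each gene 1 dispersion over the 12 libraries, so the smaller replicate spread in Cvi does not enter the gap through a dispersion of its own. With each accession fitted alone, and so with its own dispersions, 8688 genes were called in Sha and 14522 in Cvi, a gap of 5834. For the calls in Sha and for the calls in Cvi, 1 of the 4 splits that part all same-numbered pairs, the real one, gave as many genes. Other splits of this kind gave at most 4 genes in Sha and 0 in Cvi, with 378 to 1083 and 378 to 628 genes at an unadjusted p under 0.05. The 6 remaining splits of each accession, which part 1 pair only, gave at most 103 genes in Sha and at most 2 in Cvi, with 494 to 2190 and 329 to 729 at that p. Here a split group holds libraries of both treatments, so the O3 response counts as replicate noise, most of these counts are under 5% of the genes tested, and low counts were to be had from such splits in any case.

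For gene lists, the response differed by 0.246 on the log2 scale for photosystem and light-harvesting genes (mean over 41 genes, positive in 37), by 1.514 for the hormone markers (29 genes, positive in 24) and by -0.187 for proteasome subunits (35 genes, positive in 7). As many lists passed the threshold for the difference in 17 of 32 regroupings, the real one included. Some of these move the accession difference into the term, but among the 18 regroupings with at most 1 called gene, 7 still gave as many lists and the highest gave 5, so lists passed with almost no called gene. When the same replicate numbers were swapped in both treatments, 1 of 4 regroupings (the real one, with 3 lists) gave as many, and the others gave at most 2. In Sha 2 of 4 splits and in Cvi 3 of 4 splits gave as many lists for the O3 response. With the inter-gene correlation estimated from the data, the adjusted p of the hormone marker difference was 0.284. The list tests may pass in part because genes in a list vary together between libraries, and these values do not separate that from a difference between accessions.

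Single genes with a tested difference were the following. AT5G38100 differed by 2.26 on the log2 scale, falling in both accessions and more in Sha. AT1G48750 also fell more in Sha (adjusted p of the difference 9.44e-05, edgeR). AT1G13480 (1.44e-07) rose more in Cvi. PP2-B6 (0.00242) and AT2G14290 (0.00193) were at the floor in CA in both accessions, so both rises are lower bounds (at least 25.4-fold in Sha and 359-fold in Cvi, and 72.7-fold and 279-fold), and these tests rest on at most 2 counts in Sha against 0 in Cvi and are not read as a larger rise. AT1G09900 (0.000204) and AT5G05840 (0.00695) fell more in Cvi. AT1G30750 (1.22e-06), AT5G41730 (6.29e-31) and AT2G17660 (2.36e-15) rose from the floor in Cvi. DOGT1 differed by -7.67 (from -11.98 to -6.75 when 1 library was left out) and SAG29 by -5.83 (from -6.42 to -3.12). NTM1 differed by -1.20, RBOHD by 1.48, and ACS7 had an adjusted p of 0.000179 (edgeR). Under the quasi-likelihood test the differences of AT5G38100, PP2-B6, AT2G14290, AT5G05840 and NTM1 kept their direction and were no longer called, with adjusted p of 0.065, 0.365, 0.0622, 0.0867 and 0.0757. The other genes of this paragraph stayed called under that test, and all of them did with the replicate block.

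Reads shared with a copy or with an overlapping gene could contribute at AT1G48750, AT5G05840, AT5G41730, AT2G17660, DOGT1 and NTM1, which have a close copy or an overlapping neighbour. A sequence difference from the reference is left open for AT1G30750 in Sha, at the floor in both treatments. The other genes with almost no count in CA reached counts in O3 in the same accession, so divergence does not explain their empty CA groups, and the share of 0.345 over all genes decides nothing for a single gene. No test here separates shared reads from a biological difference for a single gene.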

How the results depend on the processing

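No test in this part was chosen only after the result was seen, except the alternative without chloroplast, mitochondrial and ribosomal RNA genes (280 genes), which was chosen after seeing the data, and the comparisons of named genes, which were widened after a first run to both accessions and the called differences of each gene. Choices of test, threshold, filter and gene lists were made before the data were examined.

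Of 346 comparisons of a count of called genes with its value under an alternative, 329 stayed within 1.5 times and 17 did not. The cause of these 17 changes was not tested beyond the threshold or test that was changed. Reading the threshold as a log2 fold change of at least 1.2 gave 3234 higher and 2177 lower genes in Sha and 3139 lower genes in Cvi. It gave 458 smaller (more negative) responses in Cvi, and in O3 3262 genes higher and 2093 lower in Cvi than in Sha. By list it gave 2733 genes higher in both accessions, 501 higher in Sha only, 1581 lower in both and 1558 lower in Cvi only. DESeq2 gave 323 smaller responses in Cvi, 1563 genes higher in Cvi in CA, 2411 lower in Cvi in O3 and 503 higher in Sha only. The quasi-likelihood test gave 489 smaller responses. With each accession fitted alone, 432 genes were lower in Sha only; the difference between responses needs all 4 groups and has no value there. A replicate block within each accession gave 1356 smaller responses.

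In Cvi, same-numbered libraries of the treatments correlated at -0.001, and the replicate block gave 7025 higher and 6842 lower genes. Between accessions in O3 the correlation was -0.042, and the block gave 5753 genes higher and 4150 lower in Cvi. Leaving out each of the 12 libraries in turn gave 4696 to 5479 higher and 3842 to 5047 lower genes in Sha. The ranges were 6334 to 7189 and 5932 to 7437 in Cvi, and 1382 to 1872 and 499 to 893 for larger and smaller responses. Without organelle and ribosomal RNA genes, at least 98.6% of the called genes of each contrast were called in the same direction. The quasi-likelihood test shared 95.1% of the calls in Sha, 93.8% in Cvi, 82.4% between accessions in CA, 88.8% in O3 and 73.6% for the difference between responses. For DESeq2 these shares were 81.0%, 78.4%, 65.3%, 67.6% and 70.4%.

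Gene lists kept direction and side of the threshold in 268 of 288 comparisons. With the inter-gene correlation estimated, no list passed, although 2 of 18 had an unadjusted p under 0.05. The means were unchanged by that setting: photosystem -1.672 in Sha, -1.427 in Cvi and 0.246 for the difference, flavonoid -1.253 and -1.473, hormone markers 2.366, 3.88 and 1.514, and proteasome 0.381 in Sha and -0.187 for the difference. With the filterByExpr filter the photosystem difference was 0.261 and not past the threshold. Across the 12 fits that each left out 1 library, the photosystem difference ran from 0.093 to 0.423 and was not past the threshold in 4 of them. The flavonoid difference ran from -0.6 to 0.101, with a changed sign in 2 fits, and passed the threshold in 1, without Sha in O3 replicate 3 (adjusted p = 0.0164). The stomatal mean in Sha ran from 0.316 to 0.567, past the threshold in 2. The proteasome difference ran from -0.305 to -0.135 in these fits, and was -0.123 with DESeq2 size factors (camera adjusted p = 0.0168). The cause was not tested.

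Named genes kept direction and call in 1208 of 1245 comparisons, with 19 weaker, 8 stronger and 10 changed in sign. MPK12, which was not called, changed sign with DESeq2 size factors in Cvi (0.05) and ran from -0.37 to 0.09 in Sha and from -0.11 to 0.05 in Cvi when a library was left out. SAG29 in Sha was -0.25 with the replicate block and ran from -2.26 to 0.93 when a library was left out. AT1G30750 in Sha, at the floor in both treatments, ran from -3.75 to 0. NTM1 lost its called difference in most fits without 1 library. AT5G38100 lost it without replicate 1 or 2 of Sha in O3 or replicate 1 of Cvi in O3 (edgeR adjusted p = 0.0512, 0.0955 and 0.0705). AT5G05840 lost it without Sha in O3 replicate 2 (-1.82, edgeR adjusted p = 0.467). The cause was not tested. Depth limits genes at the floor: AT1G30750 in Sha rests on 3 counts in 1 library, and without it its difference was not called.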

Other observations

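Of the tests in this part, the depth test of Sha replicate 2 and both tests of the clock genes were chosen after the result was seen. The set of background genes for the neighbour test was corrected after a first look at its result.

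Replicate 2 of Sha stood apart from replicates 1 and 3 in both treatments. GC content of the transcripts correlated across genes with the deviation of replicate 2 at a Spearman rho of -0.05 in CA and -0.141 in O3, which neither reaches the 0.3 set for a cause nor stays under 0.1 in both. Transcript length gave 0.06 and -0.073, under 0.1 in size. Depth was tested by asking whether replicate 1, of similar depth, deviates from replicate 3 as replicate 2 does, with rho of 0.057 in CA and 0.24 in O3. Both deviations in that test share replicate 3, so these values decide nothing. Depth is not put forward, because replicate 1 was shallower than replicate 2 in both treatments and did not stand apart with it: the chi-square statistic per degree of freedom between replicates 1 and 3 was 18.24 in CA and 25.21 in O3, against 50.54 to 80.74 for pairs with replicate 2. The share of organelle RNA in replicate 2 lay 1.06 ranges above the range of the other replicates in CA and by less than 1 range below it in O3 (-0.845), so it was outside in both, in opposite directions. The mitochondrial share alone was higher in replicate 2 than in replicates 1 and 3 in both treatments. It was 0.0536% against 0.0109% and 0.0296% in CA, and 0.0274% against 0.0228% and 0.0239% in O3. An index of morning minus evening clock genes lay 0.025 log2 units outside that range in CA and 0.28 in O3, so a different time of harvest was not seen. Of the explanations tested, a small part for GC content is left open, and the cause of the separation is not known. A part for mitochondrial RNA, which was not tested on its own, is left open too. No biological explanation was tested.

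The clock index (mean log2 CPM of CCA1, LHY, PRR9 and RVE8 minus that of TOC1, LUX, ELF4 and GI) was lower in O3 than in CA in all 6 pairs of same-numbered libraries. It went from 4.484 ± 0.053 to 2.357 ± 0.598 in Sha and from 4.206 ± 0.469 to 2.352 ± 0.098 in Cvi (SD, n = 3). No p-value is given because the pattern was noticed while looking at these libraries. Without any 1 of the 8 genes, at least 0.82 of the drop remained in Sha and 0.777 in Cvi, and after thinning to the lowest total 0.943 and 1.026 of it remained. Neither a single gene nor depth accounts for the drop. The methods describe harvest directly after the exposure, so a different time of harvest is not put forward, and the cause was not tested further.

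Genes with counts in 1 accession only (129 in Sha, 234 in Cvi) were often neighbours in the order of expressed genes along the chromosome. Among the 362 of them with a position there were 55 neighbouring pairs, against a median of 7 and a maximum of 17 in 10000 random lists of expressed genes. Loci that were not expressed were skipped, so the genes of a pair need not be adjacent on the chromosome. Pseudogenes made up 30.6% of the genes with counts in 1 accession only and 1.7% of expressed genes. The random lists were not matched for gene type, so how far pseudogenes account for the pairs is left open. Deletions or strongly diverged segments relative to the Col-0 reference could produce such runs, which is in line with the 55 pairs. A true absence of expression in neighbouring genes would give the same picture, so the 2 cannot be told apart here.

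The calls between accessions were compared with other splits too. In CA and in O3, 1 of the 4 splits that part all same-numbered pairs, the real one, gave as many genes. The other 3 gave 0 genes in either treatment, with 395 to 671 genes at an unadjusted p under 0.05 in CA and 567 to 904 in O3, and the 6 remaining splits gave at most 8 and at most 3. A split group holds libraries of both accessions, whose difference counts as replicate noise there, so the low counts are no evidence for the real grouping. With 4 splits the share cannot fall under 0.25.

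Mitochondrial genes took 0.0280 ± 0.0141% of the counts in Sha and 0.00534 ± 0.00204% in Cvi (SD, n = 6; two-sided exact permutation p = 0.00217, adjusted 0.00325 over 3 tests). The ribosomal RNA gene AT3G41979 took 1.49 ± 0.921% and 0.200 ± 0.0662% (same p). RNA preparation that differs with accession could not be separated from accession here.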
